A study of Mus musculus with 18 samples. Its data were reported in "Paternal Poly (ADP-ribose) Metabolism Modulates Retention of Inheritable Sperm Histones and Early Embryonic Gene Expression" (2014).

How the data were processed

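Individual mouse 2-cell embryos were profiled on Affymetrix Mouse Gene 1.0 ST arrays, 1 embryo per array. Natural matings of wild-type females with wild-type or Parg(110)-/- males gave the embryos, and per the labels the offspring of Parg(110)-/- males were heterozygous for a deletion of exons 2 and 3 of Parg, written Parg(110)-/+ here. RNA of each embryo was amplified to cDNA with the NuGen WT-Ovation One-Direct kit before hybridization. The 18 embryos came from 6 fathers with 3 embryos each. Fathers WT1, WT2 and WT3 were wild-type and fathers PargA, PargB and PargC were Parg(110)-/-; an embryo is written as its father followed by its number, as in PargB-1.

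The deposited values are log2 values that the authors made with RMA (robust multichip average) in Partek Genomics Suite. The steps were background correction, quantile normalization, log2 transformation and summarization of probes into probe sets. The versions of these tools were not given in the sources used here. Levels were not centred on genes, and no array file before RMA was used here. The medians of the deposited log2 values were 6.38, 6.46 and 6.49 in the embryos of WT1, 6.34, 6.44 and 6.43 in those of WT2, and 6.38, 6.43 and 6.44 in those of WT3. They were 6.45, 6.48 and 6.45 in the embryos of PargA, 6.49, 6.50 and 6.53 in those of PargB, and 6.51, 6.45 and 6.44 in those of PargC. The values were therefore close between arrays but not quantile-identical after summarization. Quantile normalization forces arrays to a common distribution, so a change that runs the same way in most genes can be reduced or lost in them. RMA values of probe sets near background are compressed, which makes differences of dim genes small. Slides and scan days were not used here. The number of embryos and fathers limits the precision.

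All 28815 probe sets of the value table were tested. The platform annotation gives exactly 1 gene for 21780 of them and several genes for 1605, and 5430 are not listed in it and are called unnamed here. Genes were named only from probe sets with 1 gene, which cover 19935 genes, and 0 symbols changed when they were brought up to date through Entrez identifiers. The median of the probe set means, 6.47, separates what is called dim (below) from bright (at or above).

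Linear models were fitted with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over all probe sets and a call at an adjusted p under 0.1, the threshold of the study's methods. The genotype comparison set 9 Parg(110)-/+ embryos against 9 WT embryos. The family comparison set the 3 embryos of each Parg(110)-/- father against the 9 WT embryos, with 1 spread for all groups. The single embryo comparison set each Parg(110)-/+ embryo against the 9 WT embryos, so that the spread came from WT embryos alone (8 residual degrees of freedom) and a lone embryo was assumed to vary like them. As its background, each WT embryo was set against the other 8 WT embryos, and each Parg(110)-/+ embryo against the same 8. Differences between the 3 fathers within a genotype were tested with limma's F test. Genotype belongs to the father, so fits with the father as a random block and on the means per father were run beside the genotype fit. The consensus correlation within fathers was -0.023, and deviations of embryos correlated at -0.112 on average for the same father and at -0.129 for other fathers of the genotype. Counts and scores per embryo were compared with exact two-sided permutation tests over embryos (48620 assignments of 9 against 9) and over the means per father (20 assignments of 3 against 3, where the smallest p that can be reached is 0.1).

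22 gene lists were fixed before the data were examined. They cover ribosomal proteins, ribosome biogenesis, translation factors, the proteasome, oxidative phosphorylation, chromatin modifiers, DNA repair, poly(ADP-ribose) metabolism, stress and p53 response, imprinted genes, Y-linked genes, control genes, pluripotency and early lineage genes, maternal oocyte genes and 2-cell-stage transient genes. Markers of other sources of RNA (spermatids, blood cells, and cumulus, granulosa and oviduct cells) and families normally silent in embryos (olfactory receptors, vomeronasal and taste receptors, ion channels and neurotransmitter receptors, keratin-associated proteins and defensins) complete them. Each gene entered once, through its probe set with the highest mean over all embryos. Lists were tested with camera (preset inter-gene correlation 0.01), which compares a list with all other genes, and a list was called at an adjusted p under 0.1 over the 22 lists; camera with an estimated correlation and fry were run beside it. A list score is the mean over the members of the log2 value minus the mean of all 18 embryos. Median changes were also placed among 10000 random lists of the same size, matched on brightness in 20 bins. The spread between embryos was compared as the ratio of the SD of log2 values per probe set, Parg(110)-/+ over WT.

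The genes named in the text follow a rule fixed before the data were examined. It takes Parg and 11 of the genes that the study names for chromatin, pluripotency and control measurements, in part from embryos of drug-treated fathers. It adds the genes of called probe sets with the largest changes. With fewer than 5 calls it adds the 10 genes with the smallest p in the genotype comparison instead. Per family it adds up to 5 rises and 5 falls. The 10 genes called the same way in the largest number of single embryos follow. Last come the 3 members of each list with the smallest p. Genes of the genotype, family and single embryo parts needed a bright mean in the higher group, and 4 genes of the genotype part, 0 of the family part and 1 of the single embryo part were passed over for that.

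The alternatives were an adjusted p under 0.05, bright probe sets only, a second quantile normalization, equal array medians, eBayes with trend and robust settings, the methods' plain one-way test, probe sets with 1 gene only, array weights, the father as a random block, means per father, the embryo number as a replicate block, a spread pooled within fathers, and leaving out each embryo or each father in turn. Each script step was tested on simulated data with the means and spreads of these arrays and 200 changed probe sets of 28815, 50 at each of 4 sizes. Of changes of 0.5, 1, 2 and 3 on the log2 scale, the genotype comparison recovered 50%, 74%, 92% and 96%, the family comparison 32%, 64%, 78% and 96%, the single embryo comparison 10%, 40%, 46% and 66%, and the comparison of fathers within a genotype 8%, 46%, 56% and 88%. In these simulated data a held-out WT embryo gave at most 1 call, while held-out WT embryos of the real arrays gave 138 or more. The recovery rates therefore do not give the power or error rate in the real arrays, above all for single embryos. Figures were drawn with matplotlib 3.10.9. Sperm arrays, sequencing of the same embryos and embryos of drug-treated fathers were not analysed here.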

Results

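Gene expression was measured in 18 individual 2-cell embryos, 9 sired by 3 wild-type males and 9 sired by 3 Parg(110)-/- males. Parg encodes poly(ADP-ribose) glycohydrolase, the enzyme that removes poly(ADP-ribose) from proteins, and the male mutants lack its long isoform. The comparison asks whether altered poly(ADP-ribose) metabolism in the father, which disturbs the exchange of histones for protamines in sperm, goes along with altered transcript levels when the embryo starts its own transcription. The embryos of Parg(110)-/- fathers are Parg(110)-/+ themselves, so an effect of the father's sperm cannot be separated here from the embryo's own genotype. Log2 values ran from 2.97 to 13.7. The correlation of log2 values across genes between pairs of arrays lay between 0.924 and 0.958.

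Parg itself, the disrupted gene, was read by 1 probe set (10413853, chromosome 14). Its log2 level was 10.54 ± 0.41 (SD, n = 9) in WT and 10.23 ± 0.49 (SD, n = 9) in Parg(110)-/+ embryos, a difference of -0.32 ± 0.20 (SE, adjusted p = 0.571) that ran from -0.44 without WT1-2 to -0.21 without PargB-3. In the WT embryos Parg measured 10.89, 9.55 and 10.34 for father WT1, 10.49, 10.89 and 10.69 for WT2, and 10.61, 10.62 and 10.81 for WT3. In the Parg(110)-/+ embryos it measured 10.84, 10.23 and 10.19 for PargA, 9.58, 10.39 and 9.37 for PargB, and 10.77, 10.40 and 10.26 for PargC. The Parg(110)-/+ embryos keep the maternal copy, and this probe set is not resolved into the deleted exons, so its level does not check the labels.

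In the comparison of the genotypes, genes were ranked by p if their mean in the higher group was bright, and the first 10 did not pass the test. For 9 of them all 9 Parg(110)-/+ embryos lay on 1 side of the WT mean, which choosing genes by p favours. Oard1 (chromosome 17), which removes terminal ADP-ribose from proteins, measured 7.03 ± 0.77 (SD, n = 9) in WT and 5.63 ± 0.57 in Parg(110)-/+ embryos, below the WT mean in 9 of 9. Arrdc1, an arrestin-domain adaptor of ubiquitin ligases, measured 10.21 ± 0.58 and 8.92 ± 0.77, and Nr2c2, an orphan nuclear receptor, 10.38 ± 0.17 and 9.83 ± 0.27 (SD, n = 9 each). Pspc1, a paraspeckle protein, differed by -0.59 ± 0.12 (SE), and each of these 3 genes lay below the WT mean in 9 of 9 embryos. Differences towards higher values were smaller. They were 0.36 ± 0.08 (SE) for Faap20, a part of the Fanconi anaemia core complex, 0.28 ± 0.06 for Lad1, an anchoring filament protein, 0.25 ± 0.06 for S100a7a, 0.24 ± 0.06 for the vasopressin gene Avp, 0.22 ± 0.05 for Miga2, which acts in mitochondrial fusion, and 0.20 ± 0.05 for the potassium channel Kcnk4. The adjusted p was 0.362 for each of these 10 genes.

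Of genes that the study names for chromatin, pluripotency and reference, in part from embryos of drug-treated fathers, 11 were followed here. Differences between the genotypes were -0.15 ± 0.08 (SE) for Pou5f1, 0.23 ± 0.17 for Sox2, 0.02 ± 0.19 for Klf4 and 0.18 ± 0.45 for Myc among pluripotency genes. For the chromatin genes they were -0.26 ± 0.26 for the histone methyltransferase Setdb2, -0.15 ± 0.31 for the helicase Hells, 0.17 ± 0.24 for the histone demethylase Riox1 and -0.01 ± 0.25 for the histone demethylase Kdm4c. Gpd1l, Hprt and Eif1a differed by -0.22 ± 0.16, -0.10 ± 0.11 and 0.01 ± 0.19. The adjusted p of these 11 genes lay between 0.516 and 0.995, and the signs of Klf4, Kdm4c and Eif1a turned with the scaling of the arrays. Single embryos turned others, to -0.017 for Riox1 without WT1-2, and to -0.14 for Myc and 0.003 for Hells without PargA-2, and moved Gpd1l to -0.10 without PargB-1, Setdb2 to -0.13 without WT3-1 and Hprt to -0.055 without PargC-3.

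Limma called 0 of 28815 probe sets between the genotypes, with a smallest adjusted p of 0.354. At an unadjusted p under 0.05 there were 3018 probe sets where 1441 are due by chance, 2583 of them (85.6%) higher in Parg(110)-/+ embryos. The excess was smaller on rescaled values, with 1792 probe sets (823 or 45.9% higher) for equal array medians and 1820 (1229 or 67.5% higher) after a second quantile normalization. The methods' plain one-way test called 0 with 3158 at an unadjusted p under 0.05, the fit with father as a random block 0 with 3291, and the fit on 3 means per father against 3 called 0 with 2205. Without father WT1 there were 3 calls, namely Vma21, an assembly factor of the vacuolar proton pump, which was 2.15 ± 0.31 (SE) higher through 2 probe sets of identical values, and the unnamed probe set 10522666, which differed by -2.53 ± 0.35 (adjusted p = 0.0617 each, chosen after their values were seen). Probe sets at an unadjusted p under 0.05 numbered 1883 (1556 higher) without father PargB, 2136 (1670 higher) without WT3 and 2381 (1890 higher) without WT2. They numbered 3126, 3279 and 3019 without WT1, PargA and PargC.

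**Figure D1:**
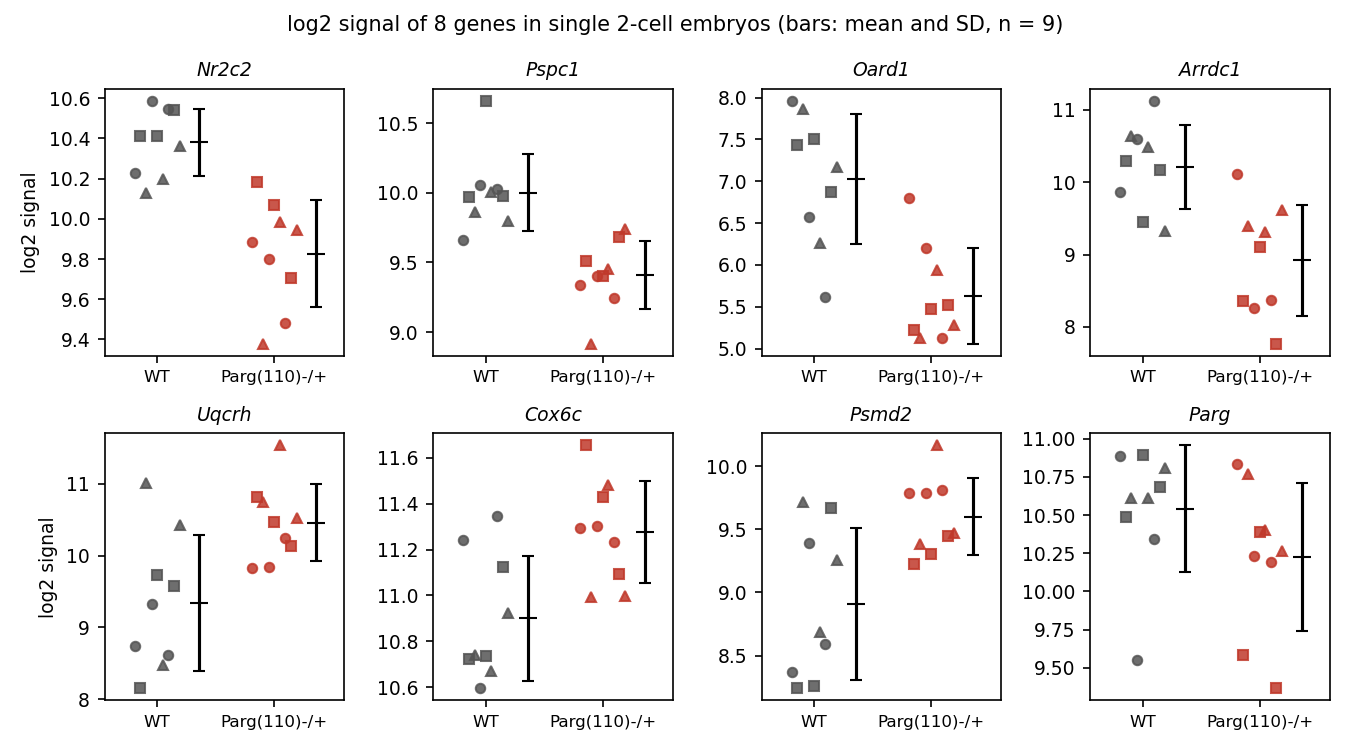
Log2 value of each of the 18 embryos for 8 genes, with WT (grey) and Parg(110)-/+ embryos (red) side by side, a symbol shape for each father of a genotype and bars for the mean ± SD of each group (n = 9). Oard1, Arrdc1, Pspc1 and Nr2c2 lay below the WT mean in 9 of 9 Parg(110)-/+ embryos, with an adjusted p of 0.362.

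Among gene lists, those of ribosome biogenesis, translation, the proteasome and ribosomal proteins stood lower than the other genes in Parg(110)-/+ embryos with the preset correlation. Of 53 measured genes of ribosome biogenesis, 39 were lower, with a median change of -0.093 (camera adjusted p = 5.11e-08, and adjusted p = 0.224 with an estimated correlation). Its members with the smallest p were Polr1b, a subunit of RNA polymerase I, at -0.77 ± 0.27 (SE), and the ribosome assembly factors Nop14 at -0.50 ± 0.22 and Rrp12 at -0.47 ± 0.22. Translation factors had a median change of -0.046 (-0.026 without PargB-1) with 23 of 39 lower (adjusted p = 4.16e-04, and adjusted p = 0.180 with an estimated correlation), among them Eif2b1 at -0.75 ± 0.25, Eif3a at -0.15 ± 0.07 and the release factor Etf1 at -0.14 ± 0.06. The proteasome had 20 of 31 members lower (median -0.064, adjusted p = 0.00206, and adjusted p = 0.394 with an estimated correlation), with Psma2 at -0.83 ± 0.36 (-0.52 without PargB-1) and Psmd1 at -0.36 ± 0.16 but Psmd2 at 0.69 ± 0.21. Ribosomal proteins, a group the study named from these embryos, had 30 of 56 measured members lower and 26 higher (median -0.017, adjusted p = 0.00346, and adjusted p = 0.505 with an estimated correlation), with the ribosomal-protein-like Rps27l at 0.28 ± 0.10, Rpl26 at 0.23 ± 0.10 and Rpl19 at -0.21 ± 0.11. Control genes were called too (8 of 12 lower, median -0.054, adjusted p = 0.0176, and adjusted p = 0.259 with an estimated correlation). The transferrin receptor Tfrc differed by -0.205 ± 0.091 (-0.132 without PargB-1), Polr2a by -0.44 ± 0.21 and Gusb by 0.123 ± 0.055. None of these genes passed the test on its own, over all probe sets or adjusted over the list alone. Without PargB-1 the median change turned to 0.050 for the ribosomal proteins (adjusted p = 0.412, and 0.177 without WT3-1) and to 0.035 for the proteasome (adjusted p = 0.120), and moved to -0.045 for ribosome biogenesis (adjusted p = 4.58e-04). Among lists matched on brightness, the median of ribosome biogenesis lay at the 0.715 percentile and that of the proteasome at 16.7. Translation factors lay at 18.3, control genes at 23.4 and ribosomal proteins at 31.9. After a second quantile normalization ribosome biogenesis kept its camera call (adjusted p = 0.00101). Translation factors (0.106), control genes (0.264), the proteasome (0.275) and ribosomal proteins (0.374) lost theirs. With equal array medians all of these lists kept their calls (camera adjusted p from 1.12e-05 to 0.0966). Medians then ran from -0.073 for ribosomal proteins to -0.149 for ribosome biogenesis.

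Chromatin modifiers and DNA repair genes were the lists whose calls held with an estimated correlation, also without PargB-1 (adjusted p = 0.0147 each), but 13 of 100 splits of the embryos gave 2 or more such lists. Of 60 chromatin modifiers, 32 were lower and 28 higher, with a median change of -0.015 and a mean of -0.038 (camera adjusted p = 4.16e-04, and adjusted p = 0.00693 with an estimated correlation), and the median lay at the 34.9 percentile of lists matched on brightness. The histone demethylase Kdm5b measured 11.97 ± 0.06 (SD, n = 9) in WT and 11.80 ± 0.16 in Parg(110)-/+ embryos, the heterochromatin protein Cbx3 11.45 ± 0.09 and 11.26 ± 0.21, and the histone chaperone Asf1b 9.02 ± 0.37 and 9.53 ± 0.55. Of 41 DNA repair genes 28 were lower, with a median change of -0.049, or -0.023 without PargB-1 (with PargB-1 adjusted p = 7.12e-04, and adjusted p = 0.00693 with an estimated correlation) that lay at the 0.27 percentile of lists matched on brightness. Xpa, which verifies damage in nucleotide excision repair, had a difference of -0.42 ± 0.19 (SE), the DNA ligase Lig3 -0.35 ± 0.22 and the topoisomerase Top2a -0.26 ± 0.13. After a second quantile normalization the median was -0.004 for chromatin modifiers, which lost their call (adjusted p = 0.229), and -0.070 for DNA repair, which kept it (adjusted p = 0.0445), and with equal array medians the medians were -0.071 and -0.11 (adjusted p = 0.00771 each). Fry, which asks whether a list moves on balance one way and does not compare it with other genes, gave an adjusted p of 0.324 and 0.286 for these lists. Genes of poly(ADP-ribose) metabolism were not called as a list (median 0.067, mean -0.072, camera direction down, adjusted p = 0.137, but 0.0932 to 0.0967 without WT3-2, PargA-2 or PargC-3). With all embryos and an estimated correlation the adjusted p was 0.314. The median of this list was 0.03 after a second quantile normalization and 0.011 with equal array medians. Oard1 was the 1 member below WT when adjusted over the list alone. Parp1, the main poly(ADP-ribose) polymerase, differed by -0.51 ± 0.23 and Parp8 by 0.22 ± 0.08.

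Families of genes that embryos normally keep silent stood higher in Parg(110)-/+ embryos, by small amounts. Ion channels and neurotransmitter receptors had 193 of 225 genes higher, with a median change of 0.070, or 0.014 with equal array medians and 0.022 after a second quantile normalization (on the deposited values camera adjusted p = 0.00137, and adjusted p = 0.505 with an estimated correlation), 0 called over all probe sets and 5 adjusted over the list alone. The dopamine receptor Drd5 differed by 0.28 ± 0.06 (SE) and the potassium channel subunit Kcnv1 by 0.25 ± 0.06. Of 1015 olfactory receptors, 799 were higher and 216 lower (median 0.053, adjusted p = 0.0713, and adjusted p = 0.566 with an estimated correlation), with Olfr107, Olfr730 and Olfr129 at 0.17 ± 0.04, 0.19 ± 0.05 and 0.22 ± 0.06 and 0 called. The study named olfactory receptors and ion channels from these embryos, so neither their direction nor a count over the list alone is independent evidence. Dim probe sets shifted as a whole, by a mean of -0.023 ± 0.034 (SD, n = 9) in WT and 0.023 ± 0.021 in Parg(110)-/+ embryos (exact two-sided permutation p = 0.00317, 0.0222 adjusted over 7 measures chosen after looking at the arrays, p = 0.1 over fathers), while bright ones averaged -0.003 and 0.003 (exact permutation p = 0.372). Array medians averaged 6.42 in WT and 6.48 in Parg(110)-/+ embryos (adjusted p = 0.0285 over the same 7 measures) and the SD over probe sets 2.08 and 2.06 (adjusted p = 0.0476, exact permutation tests, p = 0.1 over fathers for both). Slides and scan days were not used here, so these values do not exclude a hybridization batch that goes with genotype. Set against lists matched on brightness, the median of the olfactory receptors lay at the 55.8 percentile and that of the ion channels at the 77.4 percentile, and with equal array medians the olfactory receptors had a median of -0.003. The camera call of the olfactory receptors was lost when WT1-1, WT1-2, WT2-1, WT3-3, PargA-2 or PargB-1 was left out (adjusted p from 0.101 to 0.252). It was also lost with equal array medians (adjusted p = 0.985) and after a second quantile normalization (0.709). The ion channels kept their camera call with equal array medians (adjusted p = 0.0703) and lost it after a second quantile normalization (0.373).

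Markers of other cells stood higher together with these dim genes. Cumulus, granulosa and oviduct markers had 19 of 21 genes higher (adjusted p = 0.0289, and adjusted p = 0.505 with an estimated correlation), among them the hyaluronan synthase Has2 at 0.13 ± 0.06 (SE), the prostaglandin synthase Ptgs2 at 0.17 ± 0.08 and the collagen Col1a2 at 0.15 ± 0.07. Blood cell markers were higher in 10 of 10 genes (adjusted p = 0.0713, and adjusted p = 0.394 with an estimated correlation), with S100a8 at 0.13 ± 0.06, the B cell receptor part Cd79a at 0.15 ± 0.08 and the integrin Itgam at 0.09 ± 0.05. Spermatid genes were higher in 36 of 40 (adjusted p = 0.0713, and adjusted p = 0.505 with an estimated correlation, median -0.002 with equal array medians), and the protamine gene Prm1 measured 6.59 ± 0.12 (SD, n = 9) in WT and 6.77 ± 0.10 in Parg(110)-/+ embryos, Adam3 4.70 ± 0.07 and 4.85 ± 0.13, and the testis histone H1f6 5.97 ± 0.10 and 6.09 ± 0.08. The call of the spermatid genes was lost without WT2-1, WT2-2, WT3-3 or PargA-1 (adjusted p from 0.101 to 0.136), that of the blood cell markers without WT2-1, WT2-2, WT2-3 or PargC-2 (0.1 to 0.170) and that of the cumulus, granulosa and oviduct markers without WT2-1 (0.111). Keratin-associated proteins and defensins were higher in 65 of 81 (adjusted p = 0.0713, and adjusted p = 0.505 with an estimated correlation). They were led by Krtap10-10 at 0.17 ± 0.05 and the defensins Defb20 at 0.25 ± 0.09 and Defb14 at 0.15 ± 0.05. Their call was lost without WT1-1, WT2-1, WT3-3, PargA-2 or PargB-1 (adjusted p from 0.116 to 0.218). The camera calls of all these lists, other cells and keratin-associated proteins and defensins alike, were also lost on rescaled values. With equal array medians the adjusted p was 0.319 for spermatid genes and 0.22 for each other list. After a second quantile normalization it ran from 0.275 to 0.527. Single markers of other cells moved too. With equal array medians Itgam differed by 0.034, S100a8 by 0.077, Has2 by 0.078 and H1f6 by 0.071. After a second quantile normalization these differences were 0.034, 0.091, 0.08 and 0.069. Krtap10-10 moved to 0.109 with equal array medians and to 0.184 after a second quantile normalization. Scores per embryo of 6 lists differed after adjustment over the 22 lists by exact permutation tests over embryos, namely blood cells and vomeronasal and taste receptors (adjusted p = 0.0448 each), spermatid genes (0.0549), olfactory receptors (0.0590), ion channels (0.0606) and cumulus, granulosa and oviduct markers (0.0787). Over fathers each had an exact p of 0.1, the smallest that 3 against 3 allows, and 0 lists remained past the threshold with bright members alone or with a second quantile normalization.

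**Figure D2:**
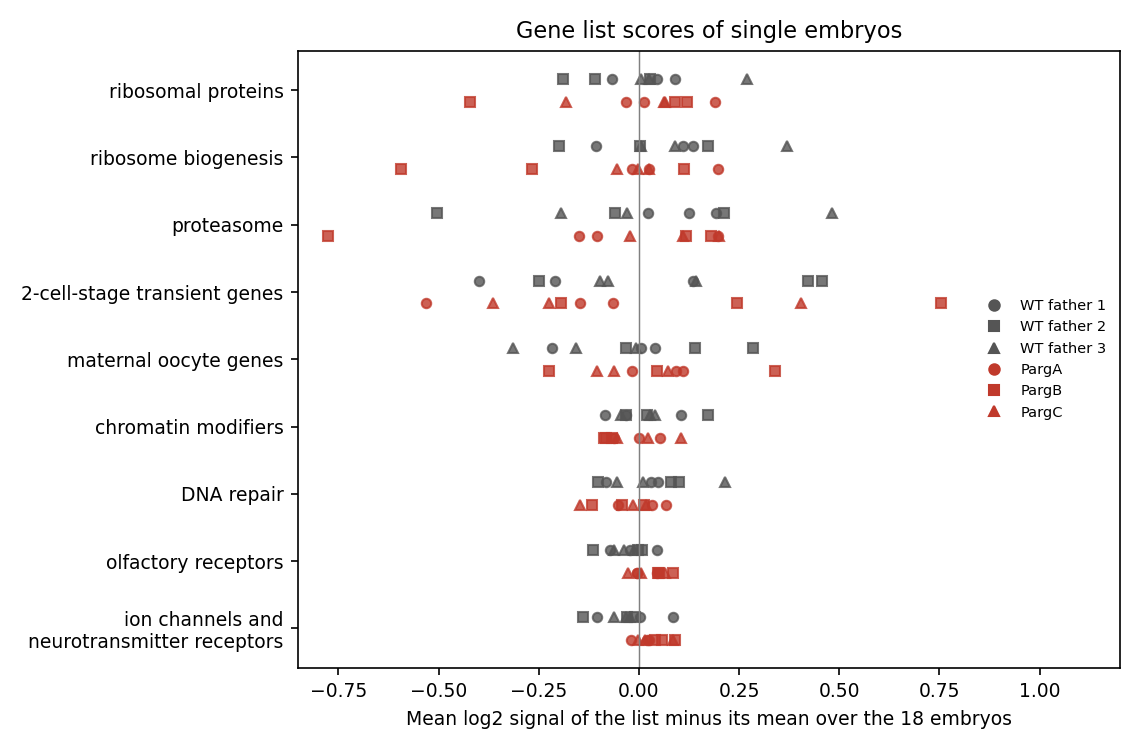
Score of each embryo for 9 gene lists, as the mean over the members of the log2 value minus the mean of all 18 embryos, with WT embryos in grey, Parg(110)-/+ embryos in red and a symbol shape for each father. PargB-1 had the lowest proteasome score, -0.78, while the olfactory receptor scores of the groups averaged -0.029 and 0.029.

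The remaining lists were not called by camera, while fry called imprinted genes (adjusted p = 0.0707) and vomeronasal and taste receptors (adjusted p = 0.0635). Oxidative phosphorylation had 40 of 72 genes higher (median 0.041, -0.015 with equal array medians, camera direction down, adjusted p = 0.102). With the preset correlation the adjusted p was 0.019 to 0.0922 when any of 9 single embryos was left out. With all embryos and an estimated correlation it was 0.505. Of the respiratory chain subunits, Uqcrh measured 9.35 ± 0.95 (SD, n = 9) in WT and 10.46 ± 0.54 in Parg(110)-/+ embryos, and Cox6c 10.90 ± 0.27 and 11.28 ± 0.22. The ATP synthase subunit Atp5g3 was higher by 0.53 ± 0.25 (SE). 2-cell-stage transient genes, which mark the first wave of embryonic transcription, had 8 higher and 8 lower (adjusted p = 0.131). They were called lower without WT1-3, WT2-3, PargB-1, PargB-2 or PargC-3 (adjusted p from 0.0398 to 0.0816, and adjusted p = 0.431 without PargB-1 with an estimated correlation). Tdpoz2 differed by -0.30 ± 0.17 (SE), the heat shock gene Hspa1a by 0.22 ± 0.13 and the deubiquitinase gene Usp17la by 0.72 ± 0.48. Without PargC-3 Usp17la differed by 0.37, and its highest log2 values were 8.072 in PargC-3 and 7.635 in PargB-1. Maternal oocyte genes had 31 of 48 higher (median 0.035, -0.021 with equal array medians, camera direction down, adjusted p = 0.422), with the germ cell RNA-binding protein Dazl at 0.75 ± 0.31, Lhx8 at 0.38 ± 0.15 and the zona pellucida gene Zp1 at -0.50 ± 0.25. Pluripotency and early lineage genes had 16 of 25 higher (median 0.038, -0.018 with equal array medians, camera direction down, adjusted p = 0.921), led by Gata3 at 0.18 ± 0.07, Sox17 at 0.16 ± 0.06 and Cdx2 at 0.15 ± 0.07. Stress and p53 response genes had 15 of 26 higher (median 0.032, -0.024 with equal array medians and -0.013 after a second quantile normalization, mean -0.013, adjusted p = 0.260), with Ccng1 at 0.84 ± 0.31, Sesn1 at -0.87 ± 0.33 and Egr1 at 0.27 ± 0.10. Imprinted genes had 19 of 24 higher (adjusted p = 0.379), and Mkrn3 at 0.17 ± 0.06 and Dlk1 at 0.22 ± 0.07 were the 2 called when adjusted over the list alone, followed by Nap1l5 at 0.12 ± 0.05. Y-linked genes had 3 of 7 higher (adjusted p = 0.223, 0.0624 without PargC-2, and 0.505 with all embryos and an estimated correlation). Zfy1 differed by 0.048 ± 0.060, Zfy2 by -0.082 ± 0.103 and Usp9y by 0.069 ± 0.097. Zfy1 moved to 0.008 without WT3-2, Zfy2 to -0.039 without PargC-3 and Usp9y to 0.02 without PargC-2. Equal array medians turned Zfy1 to -0.008. Vomeronasal and taste receptors had 161 of 205 higher (median 0.046, -0.010 with equal array medians, adjusted p = 0.265), with Vmn2r16, Vmn1r46 and Vmn1r58 at 0.18 ± 0.04, 0.17 ± 0.05 and 0.22 ± 0.08.

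The families of single fathers were compared next, since the study followed each male and his own offspring. In the embryos of PargB, Utp15 (chromosome 13), a component of the complex that processes the small ribosomal subunit RNA, fell to 10.05 ± 0.17 (SD, n = 3) from 10.89 ± 0.12 (n = 9) in WT (log2 difference -0.84 ± 0.09 SE, adjusted p = 0.00119), in 3 of 3 embryos. Tnpo3 (chromosome 6), the nuclear import receptor of splicing factors, fell to 10.45 ± 0.18 (n = 3) from 11.29 ± 0.21 (n = 9, adjusted p = 0.0487), and Mvd (chromosome 8), an enzyme of the mevalonate pathway, rose to 7.00 ± 0.09 from 6.66 ± 0.05 (adjusted p = 0.0838). In the other families, Utp15 measured 11.03 ± 0.11 (SD, n = 3) for PargA and 11.11 ± 0.08 for PargC. In the embryos of PargC the called probe sets were all unnamed, with 10499703 higher by 2.51 ± 0.19 (SE, adjusted p = 2.71e-05), 10469247 by 1.27 ± 0.13 and 10500404 by 1.34 ± 0.19. Ribosome biogenesis, chromatin modifiers, DNA repair and poly(ADP-ribose) metabolism were lower than the other genes in PargB embryos with an estimated correlation as well (adjusted p = 0.0480, 0.00691, 0.0337 and 0.0472), and 0 lists held in that way for PargA or PargC. Scores of PargB-1, PargB-2 and PargB-3 were -0.067, -0.082 and -0.087 for chromatin modifiers and -0.18, -0.17 and -0.14 for poly(ADP-ribose) metabolism, but -0.59, -0.27 and 0.11 for ribosome biogenesis and -0.12, 0.014 and -0.043 for DNA repair, against WT means of 0.019, 0.036, 0.064 and 0.027. Without PargB-1 the adjusted p with an estimated correlation was 0.0182 for chromatin modifiers, 0.1 for poly(ADP-ribose) metabolism and DNA repair, and 0.367 for ribosome biogenesis.

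Limma called 0 probe sets for PargA (1534 at an unadjusted p under 0.05, 1441 due by chance), 4 for PargB (3684) and 3 for PargC (2087). The 4th call of PargB was the unnamed probe set 10346874 (0.51 ± 0.08 SE, adjusted p = 0.0673). In the test between the 3 families, given further on, Utp15, Tnpo3 and Mvd were not called. With 1 embryo of the family left out, limma called 20, 12 and 1 probe sets without PargA-1, PargA-2 and PargA-3, 35, 72 and 68 without PargB-1, PargB-2 and PargB-3, and 23, 20 and 32 without PargC-1, PargC-2 and PargC-3. PargB had 1 call without WT1-1 or WT2-1, 2 without WT3-1, PargC-1 or PargC-3 and 7 without WT1-3, and PargC had 5 without PargB-3.

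Each Parg(110)-/+ embryo is the product of 1 sperm and was therefore set against the 9 WT embryos on its own. At most 4 of the 9 embryos shared a called gene, and 3 genes reached that number. Among them, Rnu3a, the U3 small nucleolar RNA, was lower in 4 embryos (10.47 ± 0.98 SD in WT and 7.73 ± 2.26 in Parg(110)-/+ embryos, n = 9 each). Ltn1, a ubiquitin ligase of ribosome quality control, was higher in 4 (6.73 ± 0.57 and 8.59 ± 1.84). Zdhhc20, a protein palmitoyltransferase, was called lower in 3 embryos and lay below the WT mean in 9 of 9 (9.90 ± 0.47 and 8.57 ± 0.97). Utp15, in the 3 embryos of PargB, and Calu, a calcium-binding protein of the endoplasmic reticulum, were also called lower in 3. Socs3, an inhibitor of cytokine signalling, rose in 3 embryos (6.74 ± 0.18 and 7.69 ± 1.03), as did the mitochondrial ribosomal protein gene Mrpl27, the Y RNA Rny3, the interferon-induced gene Ifitm1, the small nucleolar RNA Snord55 and the phosphatase gene Ptprj. Over all 9 embryos these genes did not pass the genotype test, with adjusted p from 0.362 to 0.741.

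The number of called probe sets was 181, 183 and 174 in the embryos of PargA, 625, 199 and 238 in those of PargB, and 219, 180 and 243 in those of PargC, a median of 199, and 76.0% of these calls were higher in the Parg(110)-/+ embryo. They named 1351 genes in all, 997 higher and 363 lower with 9 genes counted in both directions (73.3% of these entries higher), with 173 ± 106 genes per embryo (SD, n = 9, 109 to 450). WT embryos also gave calls when treated in the same way. Against the other 8 WT embryos there were 211, 138 and 204 calls in the embryos of WT1, 268, 196 and 173 for WT2, and 330, 211 and 164 for WT3, a median of 204, with 88.4% higher. These named 1226 genes, 85.6% of them higher, and 139 ± 46.0 genes per embryo (81 to 224). Measured against the same 8 controls, the counts were 211 ± 57.7 in WT and 229 ± 134 in Parg(110)-/+ embryos (SD, n = 9 each, exact two-sided permutation p = 0.863 over embryos and 0.900 over fathers). Without PargB-1, which had the most calls, the count of the Parg(110)-/+ embryos was 185 ± 22.2 (n = 8, exact permutation p = 0.278).

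Calls in dim genes went almost all towards higher values. Dim probe sets, by definition 50% of all probe sets, supplied 50% of the calls of Parg(110)-/+ embryos and 59.5% of those of WT embryos, and 99.9% and 99.6% of them were higher. Among bright probe sets, 52.2% of the calls were higher in Parg(110)-/+ embryos, 64.0% without PargB-1, and 72.0% in WT embryos. Over all probe sets the share higher in Parg(110)-/+ embryos was 84.1% without PargB-1, which alone gave 280 calls towards lower values. With the spread pooled within fathers over all 18 embryos, the median count per Parg(110)-/+ embryo was 0. That spread includes the tested embryo, so a change in 1 embryo alone enlarges it, and the count cannot decide whether such changes exist. With bright probe sets alone and the spread of WT embryos, the median count was 65, with 49.8% of the calls higher. Against the same 8 WT embryos the medians with bright probe sets were 54.2 in Parg(110)-/+ and 49 in WT embryos (n = 9 each, exact two-sided permutation p = 0.579).

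**Figure D3:**
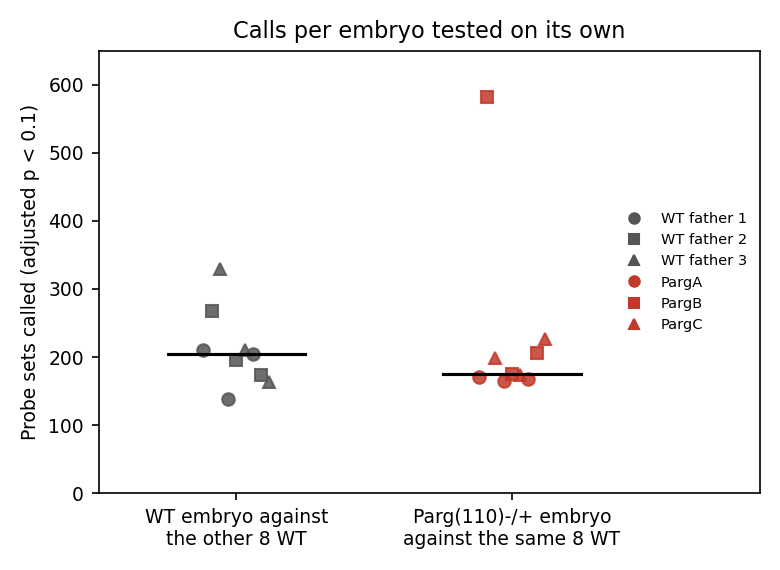
Probe sets called in each WT embryo against the other 8 WT embryos, and in each Parg(110)-/+ embryo against the same 8 (mean over the 9 ways of leaving out a WT embryo), with a symbol shape for each father and a line at the median of each group. The medians were 204 and 175, and PargB-1 with 582 lay above the highest WT embryo with 330.

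Pairs of Parg(110)-/+ embryos shared 8.19 calls on average. Lists drawn independently would share 1.33 and simulated unchanged embryos against the same controls 0.004, and pairs of WT embryos set against the other 7 shared 10.8. When the 9 WT embryos were split into 5 and 4, embryos set against different controls shared 1.45 calls, while those sharing the 5 controls shared 6.50 and those sharing the 4 controls 5.60. Embryos of the same father shared 9.22 calls and those of different fathers 7.85 (exact one-sided permutation p = 0.0893 over 280 assignments). Among WT embryos the values were 12.9 and 10.2 (p = 0.186 in the same exact test).

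Between the fathers of a genotype, 1 gene passed the test. Daam1 (chromosome 12), an organizer of the actin cytoskeleton downstream of Wnt signalling, measured 7.24 ± 0.16 in embryos of PargA, 10.30 ± 0.18 in those of PargB and 9.91 ± 0.45 in those of PargC (SD, n = 3 each, adjusted p = 0.0636). In the embryos of WT1, WT2 and WT3 Daam1 measured 9.02 ± 0.67, 7.19 ± 0.52 and 7.62 ± 1.43 (n = 3 each). Limma's F test called 0 probe sets between the WT fathers (1178 at an unadjusted p under 0.05, 1441 due by chance) and 1 between the Parg(110)-/- fathers (1255). Without PargA-3 or PargB-1 there were 0 calls between the Parg(110)-/- fathers, and without PargA-2, PargB-2, PargB-3, PargC-2 and PargC-3 there were 5, 2, 9, 4 and 2. Between the WT fathers there were 2, 1, 8, 2 and 8 calls without WT2-1, WT2-2, WT2-3, WT3-1 and WT3-2.

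The spread of gene levels between embryos did not differ by more than that of other groupings. The median SD per probe set was 0.19 in WT and 0.19 in Parg(110)-/+ embryos, and the median ratio of Parg(110)-/+ over WT was 1.02 (quartiles 0.735 and 1.40), with an SD of 0.056 over 100 random splits. Within fathers the ratio was 1.01. Among named genes, the SD of Rnu3a was 0.98 in WT and 2.26 in Parg(110)-/+ embryos and that of Sesn1 0.99 and 0.30. The spread of single genes was not tested. Rnu3a was named for its calls in single Parg(110)-/+ embryos, which favours a larger SD there.

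**Figure D4:**
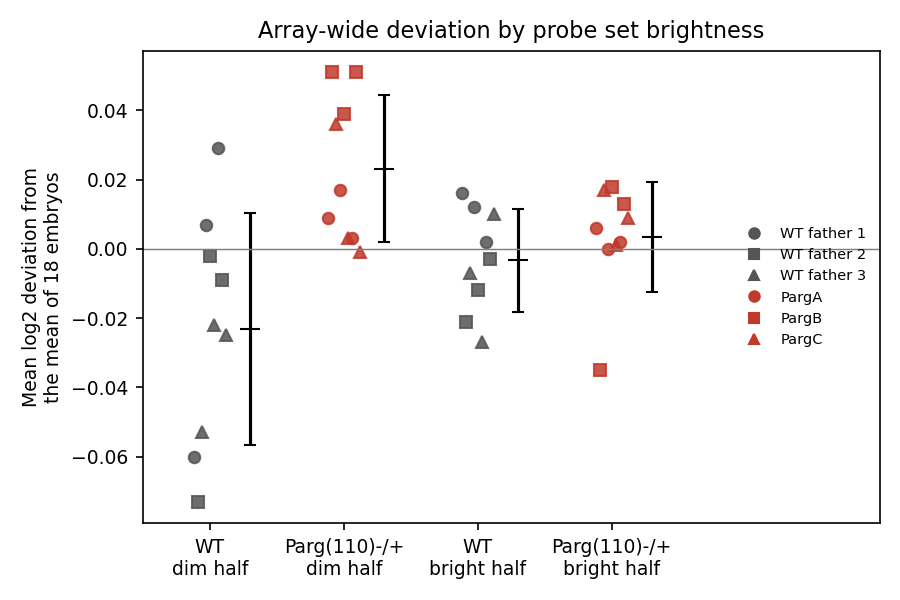
Mean log2 deviation of dim and of bright probe sets in each embryo from the mean of all 18 embryos, with WT embryos in grey, Parg(110)-/+ embryos in red, a symbol shape for each father and bars for the mean ± SD of each group (n = 9). For dim probe sets the groups averaged -0.023 and 0.023, and for bright ones -0.003 and 0.003.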

Values the study reported

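The study counted between 88 and 407 differentially expressed genes in single 2-cell offspring of Parg(110)-/- males, with an average of 138. Over all these embryos, its arrays gave 1241 genes, of which 972 (78.3%) had a ratio above 1 and 269 (21.7%) a ratio below 1.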

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

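The tests of the shape of the spread and of weak amplification, and the other splits for the genotype, PargA and WT father counts, for rescaled values, for lists with an estimated correlation and for lists called by fry were chosen after the results were seen; the other tests below were planned. In groups of 9 embryos, a sample was picked out when its gap to the nearest other embryo took up more of the whole range than Dixon's criterion allows. That held for 18 of 252 sets of 9 values, where chance picks about 1 in 20.

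Single WT embryos gave calls against other WT embryos (median 204), and Parg(110)-/+ embryos gave a median of 199 against all WT embryos. The lowest count in a WT embryo was 138, while simulated WT embryos with a normal spread of the same size, held out in the same way, gave at most 3, so a spread of single embryos with heavier tails than the normal model is a candidate explanation of the calls in both groups. Repeated calls, as of Rnu3a, Ltn1 and Socs3, were not tested against this background, and pairs of Parg(110)-/+ embryos shared 8.13 calls and pairs of WT embryos 10.8 on the same 7 controls. Inheritance through the father would make siblings share calls. In Parg(110)-/+ embryos their overlap was 1.18 times that of embryos of different fathers (exact one-sided permutation p = 0.0893). That lies between the outcomes set beforehand and leaves such inheritance open. Among WT embryos the ratio was 1.27 (p = 0.186 in the same exact test). Mothers were not used here, so sharing among siblings could not be assigned to the father alone. A biological difference between single sperm or eggs was not tested.

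PargB-1 stood apart from its group with 625 calls (next embryo 243), a mean correlation of 0.937 with the other arrays (next 0.948) and a proteasome score of -0.776 (next -0.15). Its log2 levels of Psma2 (7.30), Tfrc (10.95) and Gpd1l (8.20) were also the lowest of the group by a wide gap, and its scores were -0.59 for ribosome biogenesis and 0.75 for 2-cell-stage transient genes. An earlier point within the 2-cell stage may account for this, but the correlation of its deviation with the main axis of the other 17 embryos was 0.286, between the bounds set beforehand, so it stays open. Weak amplification stays open too, since the SD over its probe sets was the lowest of the 18 arrays with a gap of 0.301 of its group's range, which is below the criterion. The father was shared with PargB-2 and PargB-3, which had 199 and 238 calls, and his contribution was not tested separately.

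Dim genes, among them olfactory receptors, read higher in Parg(110)-/+ embryos. The olfactory receptors did not stand out as a set, with a median change at the 55.8 percentile of lists matched on brightness. Those lists can hold the receptors themselves, which draws the percentile towards the middle. A median over the list also cannot test single genes in single embryos, so an opening of normally silent receptor genes is left undecided. An array-wide shift left in the values may contribute: after a second quantile normalization 67.5% of the probe sets at an unadjusted p under 0.05 were higher instead of 85.6%, which lies between the bounds set beforehand and leaves it open. Over embryos, the deposited values argue against chance by a narrow margin. There 1 of 100 splits (the real one) gave 2583 probe sets in 1 direction, but the highest other gave 2575. After a second quantile normalization 3 of 100 gave 1229 or more, and the highest other, 1354, exceeded the real value. With equal array medians chance was not excluded, as 7 of 100 gave 969 or more, in the real split then towards lower values (highest other 1226). The 10 splits of whole fathers are too few for a share under 0.05 (1 of 10, real value 2583, highest other 1803), and a difference between the fathers, or a hybridization batch (slides and scan days were not used here), stays among the open explanations.

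Chance was not excluded for the camera lists, the family calls and Daam1. Of 100 splits of the embryos, 5 gave 13 called lists or more with the preset correlation (highest other 14). With an estimated correlation, 13 gave the 2 lists, chromatin modifiers and DNA repair, or more (highest other 6). On the deposited values 3 gave the 8 lists of fry or more (highest other 10). Over embryos this argues against chance for the fry lists, but fry was not run on splits of whole fathers. The other splits that reached 8 fry lists, with 10 and 9, also had 2575 and 2486 probe sets in 1 direction, near the real 2583. The fry count is therefore not independent of that array-wide pattern. Of 100 sets of 3, 3 gave the 4 lists of PargB with an estimated correlation or more (highest other 5). The count of PargB stays open, as PargB was picked as the family with the most lists of 3 and kept 1 of the 4 without PargB-1. For the families, 23 of 100 sets of 3 gave at least the 4 calls of PargB (highest other 87), 24 of 100 the 3 calls of PargC (highest other 65), and between the Parg(110)-/- fathers 49 of 100 assignments gave at least the 1 call of Daam1 (highest other 12). Other sets called several times the real count. Whether this reflects a structure of the embryos or the heavy-tailed spread of single embryos was not tested. Where the real count was 0, 100 of 100 splits necessarily gave as many, which tests nothing, and the highest others were 1 for the genotypes, 18 for PargA and 7 between the WT fathers.

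Daam1 differed between the 3 families of Parg(110)-/- fathers (adjusted p = 0.0636). Single embryos far from their group were found for 12 further values. Among WT embryos, WT1-2 had the lowest Parg (9.551) and Riox1 (9.286), WT1-3 the lowest Ccng1 (5.682), WT2-1 the highest Sox2 (6.028) and the lowest Hells (8.209) and Has2 (5.021), and WT2-2 the highest Pspc1 (10.66), Hspa1a (9.047) and Vmn1r46 (4.376). Among Parg(110)-/+ embryos, PargA-2 had the highest Myc (10.28), PargA-3 the highest Polr1b (8.304) and PargC-2 the highest score of Y-linked genes (0.533).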

How the results depend on the processing

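The second quantile normalization of list tests and list scores, the replicate block for lists and the controls of 8 embryos were chosen after the data were seen. So were the single embryo counts without PargB-1, and the list tests without it that used an estimated correlation or the family of PargB. The other alternatives were planned, among them leaving out each embryo in turn for the genotype, family and father calls and for the lists. Genotype calls stayed at 0 under 11 alternatives that kept all embryos, were 3 without father WT1 and 0 to 1 when single embryos were left out (1 without WT1-3, the unnamed probe set 10522666, and 1 without PargB-1, the unnamed 10401956). Over 2574 alternative values of named genes 0 were newly called for the genotypes, where none had a call to lose. With an adjusted p under 0.05 PargB had 2 calls, single embryos a median of 132 and the Parg(110)-/- fathers 0. PargB also had 2 calls with bright probe sets, a second quantile normalization or equal array medians. The methods' plain one-way test gave 14 for PargB and 19 for PargC, and probe sets with 1 gene gave 0 for PargC, whose calls are unnamed, and a median of 130 in WT embryos. With bright probe sets single embryos had a median of 65 against 9 controls, from fewer probe sets tested. Against the same 8 controls the median was 54.2 where WT embryos had 49 (exact permutation p = 0.579). With the spread pooled within fathers single embryos had 0, but that spread includes the tested embryo and cannot decide about changes in 1 embryo alone. Against the other 8 Parg(110)-/+ embryos the median of single Parg(110)-/+ embryos was 190. Leaving out embryos in turn gave 0 to 20 calls for PargA, 1 to 72 for PargB, 3 to 32 for PargC, 0 to 8 between WT fathers, 0 to 9 between Parg(110)-/- fathers, 9 to 15 lists, a median of 169 to 205 per single embryo and a spread ratio of 0.987 to 1.06. Of 13 lists called by camera, means per father kept 12, bright probe sets alone 10 and equal array medians 8. An estimated correlation kept 2 and a second quantile normalization 2. Fry, which tests against no change and not against other genes, called 8 lists, as did fry with father as a block, 6 of them among the 13 and the others imprinted genes and vomeronasal and taste receptors. List scores had 6 and then 0 with bright members and 0 with a second quantile normalization. Of 570 alternative values of lists, 67 lost and 23 gained a call and 0 reversed. Where no construction is named, the cause was not tested. The embryo number was also used as a replicate block, although the numbers do not pair embryos (correlation of deviations -0.003 on average, -0.137 to 0.141), and that replicate block gave 0 genotype calls and 3002 probe sets at an unadjusted p under 0.05. It called oxidative phosphorylation in addition (adjusted p = 0.0977) and changed no other call. Signal over background limits the dim probe sets, whose differences are compressed.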

Other observations

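All tests of this part were chosen after the data were seen. Transcripts of the first wave of embryonic transcription varied oppositely to the growth machinery across embryos of both genotypes. These relations were picked after the scores were seen, so p is adjusted over all 231 pairs of lists, of which 47 had an adjusted p under 0.05 for r. Over the 18 embryos, the score of the 2-cell-stage transient genes, such as the Zscan4 and Tdpoz families, correlated with that of ribosome biogenesis at r = -0.755 (permutation p adjusted to 0.00219; Spearman rho = -0.713, adjusted 0.0140), with oxidative phosphorylation at r = -0.742 (adjusted 0.00360; rho = -0.672, adjusted 0.0252) and with the proteasome at r = -0.722 (adjusted 0.00548; rho = -0.705, adjusted 0.0143). It went up with the maternal oocyte genes at r = 0.714 (adjusted 0.00668; rho = 0.703, adjusted 0.0143). Without the 2 embryos farthest from the median score, PargB-1 and WT2-1, r was -0.667, -0.602, -0.581 and 0.496 in the same order. Within WT embryos r was -0.665, -0.717, -0.674 and 0.763, and within Parg(110)-/+ embryos -0.885, -0.777, -0.774 and 0.744.

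The bright genes with the largest SD over the 18 embryos were Bex1, an X-linked gene of the brain-expressed family, Phc3, of a Polycomb complex, the choline transporter Slc44a1, Pcnp, a nuclear protein, and the small nucleolar RNA Snord16a. Bex1 ran from 3.62 to 10.86 on the log2 scale and averaged 7.23 in WT and 7.58 in Parg(110)-/+ embryos, and Phc3 ran from 3.91 to 10.35 with means of 6.94 and 7.34. Slc44a1 ran from 3.86 to 10.36 (means 7.87 and 7.00), Pcnp from 4.62 to 11.86 (8.09 and 10.48) and Snord16a from 4.62 to 11.23 (7.12 and 7.38). The Y-linked Eif2s3y, chosen after its values were seen, was highest in WT3-2 (7.28), PargC-2 (6.95) and WT2-1 (6.41) and lay between 3.71 and 5.57 in the other embryos.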
